A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Co-transcriptional RNA cleavage by Drosha homolog Pac1 triggers transcription termination in fission yeast" (2021).

How the data were processed

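The series held 8 chromatin immunoprecipitation sequencing (ChIP-seq) libraries of the fission yeast Schizosaccharomyces pombe, grown in minimal medium. Per the labels, 2 libraries were immunoprecipitates of TAP-tagged Pac1, an RNase III endonuclease, and 2 were the matching inputs. The other 4 were RNA polymerase II (RNAPII) immunoprecipitates and inputs, with 1 library each from a control strain and from a Pac1 anchor-away strain (Pac1-AA), in which rapamycin (2.5 µg/ml for 2 hours) moves Pac1 out of the nucleus. Groups were taken from the labels. RNAPII occupancy was not analysed here, since the table used held no values for these libraries.

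The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to genome build ASM294v2.26 and called peaks with MACS2 in each Pac1-TAP replicate against its input. They then combined the peaks of both replicates with MSPC into 1 list, so a peak in the list was called in both. The deposited table gives 1 combined p-value per peak, as computed by the authors, the peak bounds, and the genes that overlap the peak. Duplicate reads were kept by the authors, and reads from repeated sequence stayed in. No value per library, read depth, peak height or fold enrichment was used here, so the depth behind each peak is unknown, no spread between replicates can be given, and a peak width may depend on depth. A p-value of 0 was listed for 34 of the 88 peaks, so p-values were used as thresholds and not as ranks among those peaks. Of the 12 columns of the table, 5 were read as numbers (peak bounds, gene bounds and the p-value). A gene was counted once per symbol.

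Coordinates are printed as the table gives them. Gene starts are 1-based, while peak starts may count from 0, which moves a peak by at most 1 bp. The reference used for gene classes, mature RNA bounds and sequence was the ASM294v3 annotation and genome, a later release than the build of the list, so the coordinates of both were compared first. Of 167 listed systematic names, 153 matched a reference gene by name and place. Of these, 53 had identical start and end and 144 an identical start or end. The identical genes lay on all 3 chromosomes (20, 22 and 11 genes on chromosomes I, II and III). No coordinate of a reference gene is printed. The reference holds 12606 nuclear genes, 5736 of them long non-coding RNAs numbered from 2000 upwards. No listed gene matched one of those by name and place, although they made 85 pairs with peaks, so they were left out, which left 6870 genes (the matched annotation). This choice was made after the list had been seen, and all reference genes and the authors' own pairs were used as alternatives.

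The tests were as follows. Genes of 5 classes with and without a peak were counted by overlap of at least 1 bp with the matched annotation, and each class was compared with all other genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 5 classes. Shares have 95% Wilson intervals. Peaks were also placed 10000 times at random on their own chromosomes with their own widths. The side of the gene midpoint on which the peak centre lay was tested by an exact two-sided binomial test with 1 value per gene, at the peak with the smaller p-value where a gene had more than 1. Differences in mean offset and mean width were tested by two-sided permutation with 100000 resamples, or by exact permutation where a set had under 10 members. Local RNA folding energy was the lowest energy of a structure within a span of 150 nt on either strand (RNALfold), given as a percentile among at most 100 windows of the same width centred on genes of the same class with no peak. Control genes were drawn at random, at most 300 per class, with snRNA and snoRNA genes pooled; fewer windows were available for those and for rRNA genes. Tests ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and folding in ViennaRNA 2.7.2, with a fixed seed.

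The tests were tried on simulated peaks. In 200 sets of randomly placed peaks, Fisher's test called snoRNA genes in 1 set, snRNA genes in 0, tRNA genes in 4, ncRNA genes in 20 and protein-coding genes in 30, while random placement called protein-coding genes in 2. Fisher's test therefore called protein-coding and ncRNA genes more often than its threshold allows. With 15 planted snoRNA genes, snoRNA genes were called in 200 of the 200 sets. The folding step found 20 of 20 planted hairpins.

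Genes named in the text were those the study singles out and those in the 5 widest peaks. A gene named outside this rule was chosen after its values were seen, and the text says so.

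Some tests of the closing section were run in more than 1 version. The ribosomal protein genes were at first taken by product name alone and then by product name or symbol, and both versions are given. Windows matched on codon use, the strand of the lowest structure, the 3′ shift at protein-coding genes and the width of peaks with a p-value of 0 were examined only after the folding results, the peak positions or the list had been seen. The rules for reading several tests were changed after their values were seen. For gene length and for the width of peaks with a p-value of 0, a difference past no threshold had been set to count against the explanation and was changed to undecided. For partly covered protein-coding genes, the test was changed to an exact permutation test and its reading was changed more than once, ending as undecided because the sets compared differ in codon adaptation. The tests of GC content, of gene bounds, of peak width against gene length and of snRNA overhangs were narrowed. They were limited to the peaks whose windows match in GC content, the genes whose bounds differ, protein-coding genes, and snRNA genes alone at their peak. The last was read as undecided from the overhang ratios alone. The tests of tRNA genes, of the 3′ shift at protein-coding genes and of the strand of structures were made stricter, the second by requiring the shift over all protein-coding loci and the third by comparing with control windows in place of an even split.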

Results

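Pac1-TAP ChIP-seq was used to ask which genes Pac1 associates with on chromatin. The data comprised 2 Pac1-TAP immunoprecipitates, each with its own input, whose peaks the authors had combined into 1 list with 1 p-value per peak. With no values per replicate, the counts and positions below carry no replicate error. The 4 RNAPII libraries, 1 per group, were not analysed here, so the effect of Pac1 nuclear exclusion on RNAPII occupancy is not reported.

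The list held 88 peaks, with 39 on chromosome I, 33 on chromosome II and 16 on chromosome III. The combined value of significance in the list ranged from 0 (34 peaks) to 9.75e-59. Peak width ranged from 545 to 5433 bp with a median of 1378.5 bp, and the peaks together covered 1.18% of the 3 chromosomes. A gene was paired with 87 of the peaks, and 1 peak (II:4472708-4473253) had none. The number of gene-peak pairs was 172. As 5 genes were paired with more than 1 peak and 1 pseudogene was entered under 2 systematic names, the pairs corresponded to 166 distinct genes. This number changed most when only genes that held the centre of a peak were counted, which left 89. Of 167 systematic names, 98 were protein-coding genes, 44 ncRNA genes, 15 snoRNA genes, 4 snRNA genes, 3 tRNA genes, 2 pseudogene entries and 1 rRNA gene.

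To determine whether gene classes differed in their association with Pac1, genes with a peak were counted in the matched annotation. A peak overlapped 4 of 6 snRNA genes (66.7%, 95% Wilson interval 30.0 to 90.3%) and 16 of 66 snoRNA genes (24.2%, interval 15.5 to 35.8%). Among all genes of this annotation, 155 of 6870 overlapped a peak. The odds ratio against all other genes was 88.9 for snRNA genes (Fisher's exact test, adjusted p = 9.03e-06) and 15.3 for snoRNA genes (Fisher's exact test, adjusted p = 3.35e-12). The reference annotation counts one listed ncRNA gene as a snoRNA gene, hence 16 where the list has 15. Counting only genes that held a peak centre moved the snRNA result most, since none of the 6 snRNA genes did. Random placement of the peaks gave on average 0.076 snRNA genes and 0.855 snoRNA genes, and the observed numbers were 52.6 and 18.7 times those means. For both classes the adjusted placement permutation p was 0.00033, the smallest that 10000 placements could give here after adjustment.

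The other classes did not exceed the rest of the genome. tRNA genes overlapped a peak in 3 of 171 cases (1.75%, interval 0.598 to 5.03%; Fisher's exact test, adjusted p = 1). ncRNA genes did so in 39 of 1435 cases (2.72%, interval 1.99 to 3.69%; Fisher's exact test, adjusted p = 0.242). Protein-coding genes overlapped a peak in 90 of 5113 cases (1.76%, interval 1.43 to 2.16%), which was less often than other genes (odds ratio 0.466, Fisher's exact test, adjusted p = 1.54e-05). Random placement gave 132.6 protein-coding genes on average against the 90 observed (placement permutation, adjusted p = 0.00033). The share of protein-coding genes did not differ from that of other genes when only genes holding a peak centre were counted (odds ratio 0.921, Fisher's exact test, adjusted p = 1, against a range of 1.48e-05 to 1 over the alternatives), nor with all genes of the reference annotation (odds ratio 0.883, Fisher's exact test, adjusted p = 0.484).

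**Figure D1:**
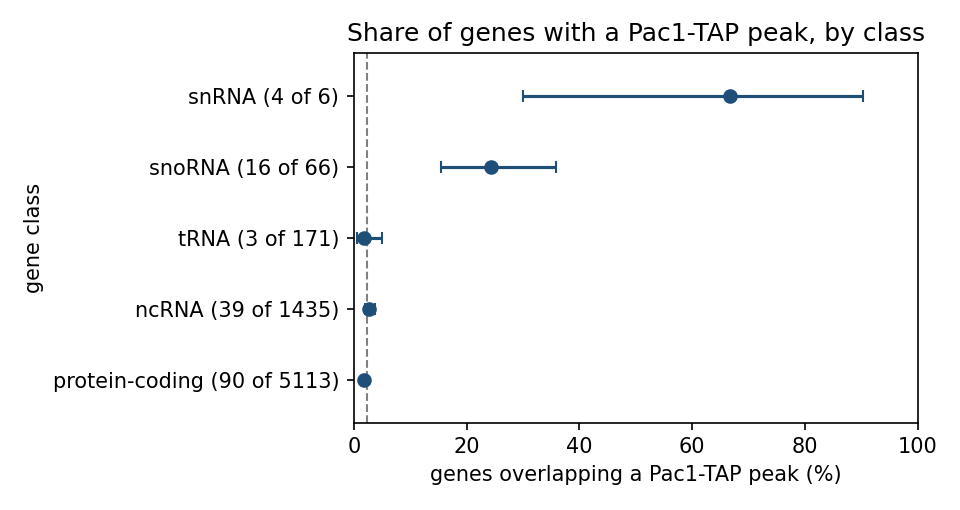
Share of genes overlapping a Pac1-TAP peak (x axis, %) in each of 5 gene classes (y axis, with the number of genes with a peak and in the class); points are shares, bars are 95% Wilson intervals and the dashed line is the share of all genes in the matched annotation (155 of 6870). The snRNA genes (66.7%) and snoRNA genes (24.2%) lie to the right of the line, with intervals that do not reach it.

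The 4 snRNA genes with a peak were snu1, snu2, snu4 and snu5, each in a peak listed with a p-value of 0. The peak at snu1 lay at II:3020088-3020945, that at snu2 at I:958767-959670, that at snu4 at II:465386-467716 and that at snu5 at II:3236751-3237529. snu6 and snR48, the second named after its values were seen, had no peak, and the nearest ones were 62899 and 79657 bp away. The listed bounds of the 4 genes were longer than the mature RNAs of the reference annotation, which were 149, 187, 127 and 120 nt long in the same order. The peaks reached 592, 603, 2103 and 543 bp beyond the 3′ ends of the mature RNAs. Beyond the 5′ ends they reached 117, 114, 101 and 116 bp. The peak at snu4 also spanned 99.7% of met17, a protein-coding gene of the reference annotation that the list does not pair with it and that was named after its values were seen, so that the extent of this peak cannot be ascribed to snu4 alone.

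The snoRNA genes that the study singled out were all in the list. snu3 (I:987218-987997), snu32 (II:3958227-3959138), snR88 (I:1316586-1317627) and snoU14 (II:1307640-1309133) lay in peaks with a listed p-value of 0. The peaks at sno12 (III:583401-583997), sno16 (II:3393410-3394057) and snr79 (I:2705752-2706472) had listed values of 7.67e-264, 6.35e-78 and 8.39e-78. The RNase P RNA gene rrk1 was paired with a peak at III:989400-990595, which reached 542 bp beyond its listed 3′ end. That peak also overlapped map2 over 340 bp and SPCC1795.05c over 310 bp, both named after their values were seen. Its extent therefore cannot be ascribed to rrk1 alone.

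The position of peaks along snRNA and snoRNA genes was examined next, since the study looked for RNA hairpins near the ends of these genes. The peak centre lay beyond the gene midpoint, toward the 3′ end, at 16 of 19 genes (84.2%, exact binomial p = 0.00443). This was so for 4 of 4 snRNA genes (exact binomial p = 0.125, the smallest that 4 genes allow) and 12 of 15 snoRNA genes (exact binomial p = 0.0352). The exceptions were snoU14 and, chosen after their values were seen, snR10 and snoZ16. At the 8 genes whose peak overlapped no other listed gene, all 8 centres lay beyond the midpoint (exact binomial p = 0.00781). At 3 of these, snu4, snu1 and snu32, the peak also overlapped a protein-coding gene that the list does not hold. The centres of the other 5 all lay beyond the midpoint (exact binomial p = 0.0625, the smallest that 5 genes allow). The mean offset of the centre from the midpoint was 187.7 ± 247.5 bp (SD, 19 genes). Over the 98 protein-coding genes it was 292.1 ± 1176 bp (SD), and the means did not differ (permutation p = 0.702). This set includes genes that do not hold the centre of their peak. SPBC8E4.02c lies in 2 peaks listed at 0 and was taken at the wider one, where it is not the only gene. Among peaks with 1 listed gene, the mean offset was 356.9 ± 220.2 bp at 8 snRNA and snoRNA genes. At 22 protein-coding genes it was −42.7 ± 265.0 bp, a difference of 399.6 bp (exact permutation p = 0.00059). The medians were 312.5 and 88.25 bp, both toward the 3′ side. SPBC8E4.02c is the only listed gene at its other peak. With it taken there, the mean at 23 protein-coding genes was −55.6 ± 266.2 bp (median 85 bp). The difference was then 412.5 bp (exact permutation p = 0.000412). Without snu4, snu1 and snu32 the mean was 264.6 ± 79.9 bp at 5 genes, and the difference was 307.3 bp (exact permutation p = 0.0182).

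**Figure D2:**
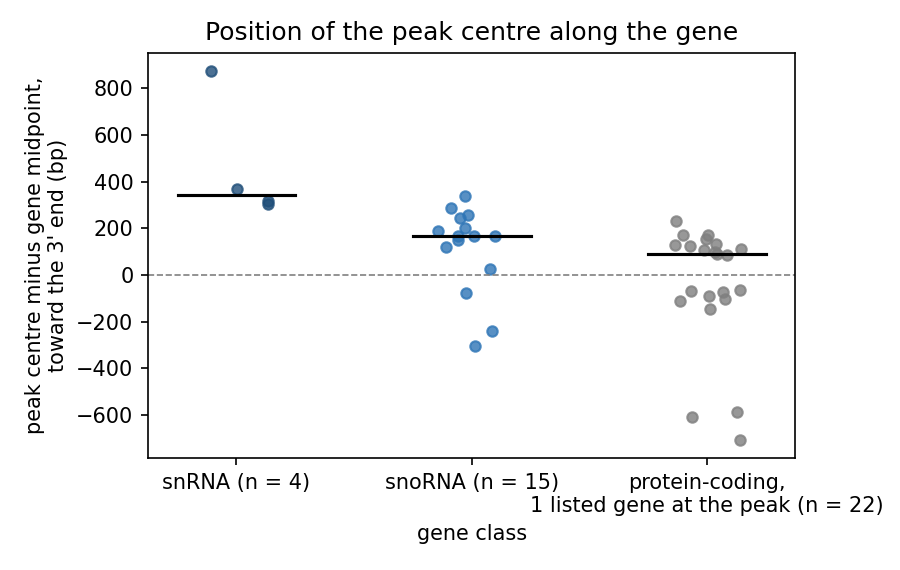
Offset of the peak centre from the midpoint of the listed gene along its strand (y axis, bp, positive toward the 3′ end) for snRNA genes, snoRNA genes and protein-coding genes in peaks with 1 listed gene (x axis); each point is a gene, spread sideways at random for visibility, and lines are medians. All 4 snRNA genes and 12 of 15 snoRNA genes lie above 0.

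Peaks at the 19 loci with an snRNA or snoRNA gene were narrower than the others. Their mean width was 895.7 ± 408.6 bp (SD) against 1895 ± 1005 bp at the other 69 loci (difference −999.5 bp, permutation p = 0.00012). The difference on the log2 scale was −0.98 (permutation p = 1e-05, the smallest that 100000 resamples can give).

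How far a listed gene can be taken as the one bound depends on how many genes share a peak. In the list, 53 peaks had 2 or more genes and 34 had 1. In the matched annotation, 50 of 88 peaks (56.8%) overlapped 2 or more genes, which did not differ from random placement (mean 60.1%, placement permutation p = 0.574). For protein-coding genes alone, 16 peaks (18.2%) overlapped 2 or more against 45.4% under random placement (placement permutation p = 0.0002, the smallest that 10000 placements can give). The centre of the peak lay in a listed gene for 76 of the peaks.

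At the paralogous genes mfs2 and SPBC530.02, which the study examined for premature termination, the peaks covered part of the gene. The peak at mfs2 (I:114114-115228, listed p-value 0) covered 55.4% of the gene and ended 734 bp before its 3′ end. This peak also overlapped SPAC11D3.04c, named after its values were seen, on the opposite strand. The peak at SPBC530.02 (II:787607-788430, listed p-value 0) covered 40.7% of the gene and ended 1099 bp before its 3′ end, and no other gene was listed for it. The peak centres lay 285 and 585 bp on the 5′ side of the midpoints of mfs2 and SPBC530.02.

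**Figure D3:**
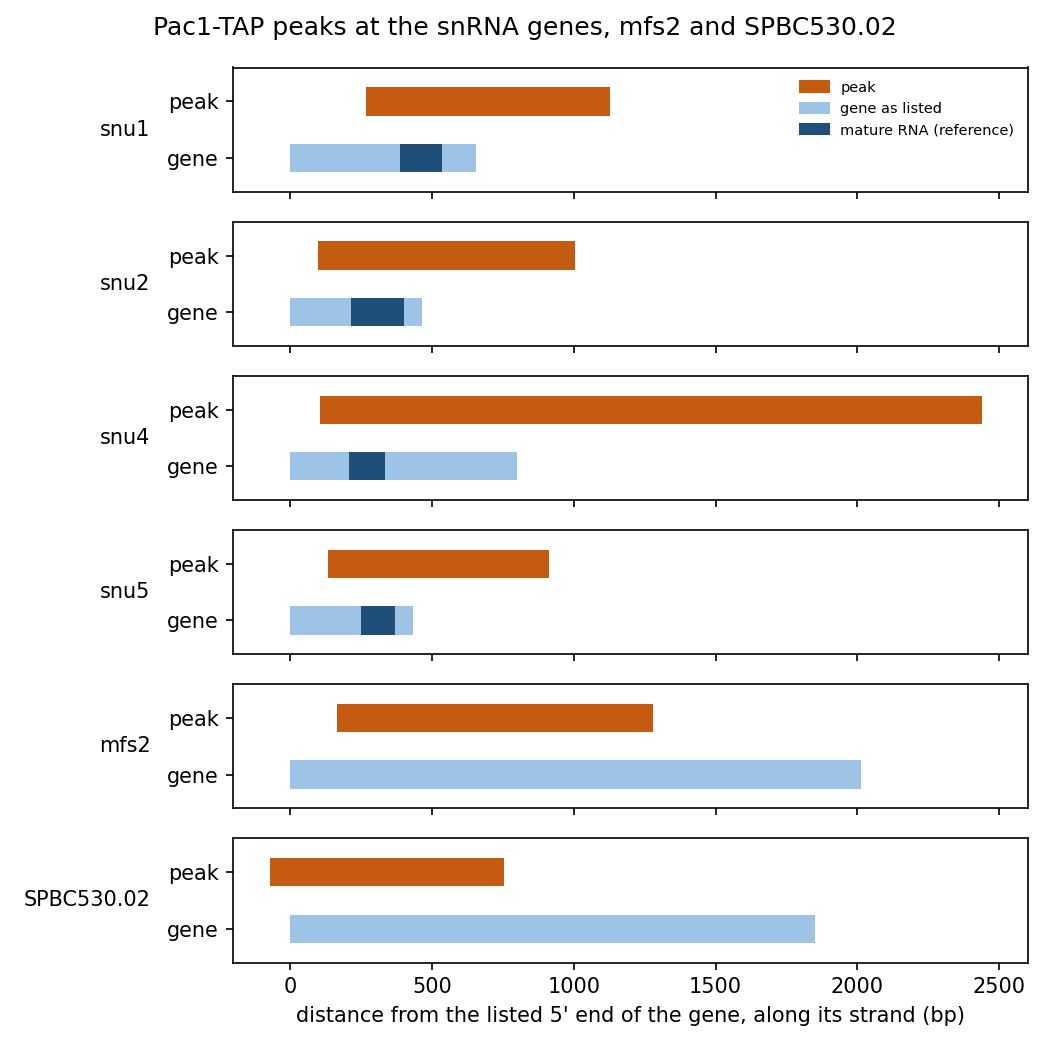
Pac1-TAP peaks (orange) and genes as listed (light blue) at 4 snRNA genes, mfs2 and SPBC530.02, with the mature RNA of the reference annotation in dark blue, each drawn along the gene's strand from its listed 5′ end (x axis, bp). The snRNA peaks run past the 3′ end of the gene, and the peaks at mfs2 and SPBC530.02 end 734 and 1099 bp before it.

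The 5 widest peaks were not at snRNA or snoRNA genes. The widest, of 5433 bp (II:4444012-4449444), was paired with SPBC8E4.02c, pho84 and pho1. A peak of 4875 bp (III:2443033-2447907) covered the 28S rRNA gene SPRRNA.49 and reached 680 bp beyond its 5′ end and 710 bp beyond its 3′ end, with its centre 15 bp from the midpoint of the gene. As this sequence is repeated in the genome, its reads cannot be placed on 1 copy, and the peak depends on duplicate reads being kept in peak calling. The study placed Pac1 binding on the rDNA in the 3′ external transcribed spacer, downstream of the large rRNA gene. The bounds used here hold no summit, so the centre does not tell where in this peak the signal was highest. The others were a peak of 4378 bp (I:3871804-3876181) with pma1 and SPNCRNA.92, a peak of 3945 bp (III:1589689-1593633) with adh1, SPCC13B11.02c and 3 antisense RNAs, and a peak of 3478 bp (III:1685646-1689123) with tef3.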

Values the study reported

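The study reported 172 genes overlapping 87 loci bound by Pac1, while its running text put the number of loci at almost 200. It gave the number of putative new targets among protein-coding and long non-coding RNA genes as 150.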

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

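The tests and 32 of the 50 alternatives were fixed before the data were examined, although the first rows of a copy of the list among the study's supplementary files had been seen by then. The other 18 alternatives were chosen after seeing the data. The choice of the matched annotation itself also came after. The added alternatives concern the annotation and its gene bounds, the gene-peak pairs of the authors, peaks with a further gene that the list does not hold, a gene in 2 peaks with equal p-values, and folding without snRNA and snoRNA loci. In 34 of the 50, the result kept its direction and its side of the threshold, or a count stayed within 1.5 times.

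The results that held under each alternative counted among the 50 were 3: the snoRNA enrichment (odds ratios and ratios from 7.26 to 18.7), the narrower peaks at snRNA and snoRNA loci, and the folding energy percentile (22.6 to 29.1), although matching windows on GC content was incomplete. Not counted among the 50 were windows on genes of similar codon use, which weakened the folding shift. They gave a mean percentile of 37.2 at 34 peaks (permutation p = 0.0311). Against windows on all protein-coding genes, 31 of these peaks had a mean of 18. The 3′ position of peak centres at snRNA and snoRNA genes kept its direction (84.2 to 100%). With peaks that overlap 1 gene in both the list and the matched annotation it was 100% but passed no threshold, as 5 genes cannot. The bounds of the reference annotation could move few of the 19 genes, since 7 have other bounds there.

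A combined p-value of at most 1e-200 left 51 loci, and counting only genes that hold a peak centre left 89 genes, both by construction. With centres only, the odds ratio of snRNA genes became 0, because the 4 centres lay 151.5 to 938 bp past the 3′ ends of the mature RNAs. The same setting gave 0.932 for ncRNA genes and 0.921 for protein-coding genes, and the deficit of protein-coding genes no longer passed the threshold. With all genes of the reference annotation the odds ratio was 0.80 for ncRNA genes, a class that the added RNAs enlarge. It was 0.883 for protein-coding genes, whose comparison set they enlarge, and the deficit passed no threshold there either (Fisher's exact test, adjusted p = 0.484, against 1.48e-05 to 1 over the alternatives). For tRNA genes, random placement gave a ratio of 1.43. The tRNA and ncRNA results passed no threshold in any setting.

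The comparison of offsets with protein-coding genes turned positive when offsets were taken as a percent of gene length (difference 40.3, permutation p = 0.0327, against 0.000412 to 0.924 over the alternatives) or when peaks with 1 listed gene were used (399.6 bp, 412.5 bp with SPBC8E4.02c at its other peak, or 307.3 bp where they hold no further gene of the matched annotation). The settings with 1 gene leave out genes that only touch a peak. The cause of the first change was not tested. The share of loci with 2 or more genes fell below random placement with an overlap of at least 50 bp (46.6%) and for protein-coding genes only (18.2%), and was 89.8% with all genes of the reference annotation, slightly above the placements. The cause was not tested.

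No paired analysis was possible because the list combines both replicates and carries no value per library. For the same reason, leaving out replicate 1 or 2 and the replicate block were not run.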

Other observations

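The tests on codon adaptation, ribosomal protein genes as such, tRNA genes, gene bounds, peak width against gene length at protein-coding genes, peaks grouped by how well their windows match in GC content, overhangs of snRNA peaks, the 3′ shift at protein-coding genes, the strand of structures and p-values of 0 were chosen only after the result was seen. For the tests on gene length, p-values of 0, overhangs of snRNA peaks, tRNA genes, the 3′ shift, the strand of structures and partly covered genes, the rule for reading the value was changed after the value was seen. The list compares no groups of samples, so no biological explanation was tested against a group.

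The number of loci here was 88. That is lower than the larger of the 2 values for loci quoted from the study above. The number of gene-peak pairs was 172, and the number of peaks with a gene was 87.

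Protein-coding genes that hold a peak centre stood out by codon use. Their median codon adaptation percentile among 5109 protein-coding genes was 95.7 (59 genes, permutation p = 1e-05, the smallest that 100000 resamples can give), and 34 of the 59 were in the top 5%. Codon adaptation was computed with ribosomal protein genes as the reference set and stands in for expression, which was not used here. The list may thus in part follow high expression in general, as would also be the case for a technical signal at highly transcribed chromatin. An untagged control was not used here, so such a signal and a true association with highly transcribed genes stay open. High codon adaptation alone, as computed here, was argued against as what decides which genes hold a peak centre. The sets compared shared a lower limit of codon adaptation and an upper limit of coding length and were not matched further. Of 120 ribosomal protein genes within these limits, 2 held a peak centre (1.67%), against 9 of 59 other genes (15.3%, Fisher's exact test p = 0.000881). With ribosomal protein genes taken by product name alone, as was done at first, the numbers were 2 of 110 and 9 of 61 (Fisher's exact test p = 0.00173). Loss of reads shared between paralogous copies was argued against too, since among genes with under 10% of their 50-mers repeated the shares were 1.79% (2 of 112) and 14% (8 of 57, Fisher's exact test p = 0.00284). Ribosomal protein genes are the reference set of the index, so their own values are high by construction. Codon adaptation is not transcription, so a lower transcription rate of ribosomal protein genes than their codon use implies stays open. Gene length was not decided, with a median length percentile of 54.6 (permutation p = 0.469). In codon adaptation, 4 of the 59 genes were under the median of protein-coding genes. They were mfs2 (33.8), SPBC530.02 (21.0), and pdi4 (15.3) and alg3 (24.9), the last of which were chosen after their values were seen and lie in peaks with a snoRNA gene.

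At most protein-coding loci the peak covered most of the gene. Over 59 loci whose centre lies in a listed protein-coding gene, with snRNA and snoRNA loci left out, the median share of the gene covered was 96.2%, and 40 of them were covered to at least 80%. Across the 23 peaks whose 1 listed gene is protein-coding, peak width rose with gene length (Spearman rho 0.585, permutation p = 0.00393; Pearson r 0.522), a relation across peaks, which are not replicates. Over all 34 peaks with 1 listed gene rho was 0.712, which in part restates the difference between classes. Whether gene length accounts for the narrow peaks at snRNA and snoRNA genes was not tested. Peaks that covered under 50% of a protein-coding gene were the exception (7 loci: ape2, bdf2, seb1, SPCC11E10.01, SPBC530.02, gas1 and hmt2, most of them chosen after their values were seen). In 6 of the 7 the centre lay toward the 5′ side. With the 4 such genes in peaks with a snoRNA gene (alg3, gpi12, tnr3 and pdi4, chosen after their values were seen) it was 6 of 11. Whether these 7 peaks as a set mark stable hairpins was not decided here. Their folding percentiles were higher by 23.2 points than those of the 52 other loci (means 44.1 and 20.8, exact permutation p = 0.0105). The sets also differ in codon adaptation (median percentiles 84.1 and 96.8), with which the folding percentile moves. For SPBC530.02 the study predicted a stem-loop that it also found in mfs2. It reported that Pac1 cleaved the mfs2 stem-loop in vitro and that mutating it removed Pac1 association with mfs2. The folding percentile was 31 at SPBC530.02 and 1.5 at mfs2, which counts among the 52 others with 55.4% of the gene covered.

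Whether the 3′ position of peak centres at snRNA and snoRNA genes is shared with protein-coding genes was not decided. Over all 59 protein-coding loci, 36 centres lay beyond the midpoint (61.0%, exact binomial p = 0.117). Over the 40 covered to at least 80%, a set chosen after the positions were seen, 30 did (75.0%, exact binomial p = 0.00222), with a median offset of 109.5 bp. The gene bounds of the list were argued against as the cause at the 7 snRNA and snoRNA genes whose bounds differ from the reference annotation, where 7 of 7 centres (100%) lay beyond the midpoint with the reference bounds (exact binomial p = 0.0156). The other 12 genes have identical bounds in both, so the comparison says nothing about them. As listed, the 4 snRNA peaks were not centred on the mature RNA. Whether they come from a signal centred there and widened evenly was not decided, with few genes and no spread known per peak. The peak centres lay 151.5, 163.5, 154 and 938 bp past the 3′ ends of the mature RNAs of snu2, snu1, snu5 and snu4. The peaks at snu1 and snu4 also overlap further genes, so their centres may not reflect the snRNA gene alone. The peaks at snu2 and snu5 overlap no further gene of the matched annotation. They reached 5.29 and 4.68 times as far past the 3′ end as past the 5′ end. No spread between replicates is known for these values.

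RNA folded more stably in peaks than in matched windows. The mean percentile of the lowest local energy was 29.7 ± 28.2 (SD, 88 peaks, 65 of them under 50, permutation p = 1e-05, the smallest that 100000 resamples can give). For control windows put in the peaks' place it was 47.8 (permutation p = 0.457). Peaks had more GC (38.0%) than their windows (36.4%), and matching on GC content raised the windows only to 36.8%. At the 56 peaks whose matched windows came within 1 percentage point on average, the mean GC content was 36.2% in peaks and 36.1% in windows. The mean percentile there was 30.9 ± 26.8 (SD, 41 of 56 under 50, permutation p = 1e-05), which argues against GC content as the whole cause at these peaks. At the other 32 peaks, with 41.1% GC against 38.2%, the mean percentile was 21.8, and GC content stays open. The shift was smaller against windows on genes of similar codon use. The 34 peaks centred on genes in the top 5% of codon adaptation had a mean percentile of 37.2 against windows on other such genes (permutation p = 0.0311, 22 of 34 under 50), where 31 of them had a mean of 18 against windows on all protein-coding genes. Whether the structures belong to the RNA made from the gene was not decided. The lowest structure lay on the gene's strand at 38 of 59 protein-coding loci (64.4%), against 57.9% of the control windows on protein-coding genes with no peak (exact binomial p = 0.357). At the peak whose centre lies in both adh1 and SPCC13B11.02c, on opposite strands, the second was counted, and with adh1 the number was 37 (exact binomial p = 0.511 against the control windows). Against an even split the values were p = 0.0363 and 0.0674 (exact binomial). These tests do not say that Pac1 cleaves the predicted structures.

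Whether the 3 tRNA genes of the list owe their place to neighbouring genes was not decided. The peak centre lay in a listed protein-coding gene for 2 of them. For SPBTRNAASP.04, named after its values were seen, it lay in no listed gene, 18 bp from the tRNA gene and 133 bp from the nearest other listed gene. Sequence shared between copies in the genome was argued against as a general source of the list, since 2 of the 88 peaks had over 50% of their 50-mers elsewhere too: the 28S rRNA peak (90.3%) and the peak at tef103 (56.7%, chosen after its values were seen). At the peak with no listed gene the share was 0%, which argues against shared reads as its source.

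In 10 cases a gene of the matched annotation overlapped a peak without being paired with it in the list, among them 3 protein-coding genes, met17 at the snu4 peak, zng1 at the snu1 peak and grx4 at the snu32 peak. nc-tgp1 filled 98.3% of a peak that the list pairs with another ncRNA gene, and nc-pho1 filled 47.1% of the widest peak. The 10 include adh1AS, which overlaps its peak over the same 3609 bp as the listed adh1-antisense-1, so at least this case is a difference in names. These genes were chosen after their values were seen, and the reason for the other absences was not tested.

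A p-value of 0 was listed for 34 peaks. That wider peaks reach 0 more often was not decided, with a difference in mean width of 245.5 bp (permutation p = 0.264). Of the 19 snRNA and snoRNA loci 10 were at 0, and of the 69 others 24 (Fisher's exact test p = 0.188).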
